# Plasma Lipidomics Reveals Insights into Anti-Obesity Effect of *Chrysanthemum morifolium* Ramat Leaves and Its Constituent Luteolin in High-Fat Diet-Induced Dyslipidemic Mice

**DOI:** 10.3390/nu12102973

**Published:** 2020-09-29

**Authors:** Jong Cheol Shon, Won Cheol Kim, Ri Ryu, Zhexue Wu, Jong-Su Seo, Myung-Sook Choi, Kwang-Hyeon Liu

**Keywords:** *Chrysanthemum morifolium* Ramat leaves, obesity, lipidomics, liquid chromatography tandem mass spectrometry, phospholipid, sphingolipid

## Abstract

The *Chrysanthemum morifolium* Ramat (CM) is widely used as a traditional medicine and herbal tea by the Asian population for its health benefits related to obesity. However, compared to the flowers of CM, detailed mechanisms underlying the beneficial effects of its leaves on obesity and dyslipidemia have not yet been elucidated. Therefore, to investigate the lipidomic biomarkers responsible for the pharmacological effects of CM leaf extract (CLE) in plasma of mice fed a high-fat diet (HFD), the plasma of mice fed a normal diet (ND), HFD, HFD plus CLE 1.5% diet, and HFD plus luteolin 0.003% diet (LU) for 16 weeks were analyzed using liquid chromatography-tandem mass spectrometry (LC-MS/MS) combined with multivariate analysis. In our analysis, the ND, HFD, CLE, and LU groups were clearly differentiated by partial least-squares discriminant analysis (PLS-DA) score plots. The major metabolites contributing to this differentiation were cholesteryl esters (CEs), lysophosphatidylcholines (LPCs), phosphatidylcholines (PCs), ceramides (CERs), and sphingomyelins (SMs). The levels of plasma CEs, LPCs, PCs, SMs, and CERs were significantly increased in the HFD group compared to those in the ND group, and levels of these lipids recovered to normal after administration of CLE or LU. Furthermore, changes in hepatic mRNA expression levels involved in the Kennedy pathway and sphingolipid biosynthesis were also suppressed by treatment with CLE or LU. In conclusion, this study examined the beneficial effects of CLE and LU on obesity and dyslipidemia, which were demonstrated as reduced synthesis of lipotoxic intermediates. These results may provide valuable insights towards evaluating the therapeutic effects of CLE and LU and understanding obesity-related diseases.

## 1. Introduction

Obesity, one of the major worldwide health problems in recent years, is usually caused by an imbalance in food intake and energy expenditure, with overconsumption of energy intake or decrease in physical activity. Among the various models of inducing obesity in animals, the high-fat diet (HFD)-induced obesity model alters diverse biochemical factors, such as insulin, eventually leading to abnormal lipid metabolism. HFD-induced obesity is characterized by abnormally high levels of blood lipids, such as cholesterol, low-density lipoprotein (LDL), and triacylglycerol (TAG), leading to progressive weight gain in various tissues of the body (e.g., liver and fat tissues) due to excess fat accumulation [1,2]. It is also associated with an increase in the prevalence and risk of metabolic syndrome-related diseases, including type 2 diabetes (T2D), dyslipidemia, cardiovascular diseases (CVD), hypertension, and fatty liver [3,4]. Especially, the development of obesity by HFD indicates that it is pathophysiologically very similar to obesity in humans [5,6].

*Chrysanthemum morifolium* Ramat (CM) has been used for almost a hundred years in the form of a traditional medicine, beverage, and herbal tea in many Asian countries, including Japan, China, Thailand, and Korea, due to its health benefits related to inflammation, hypertension, and arteriosclerosis. The main bioactive components in the flowers of CM are flavonoids and phenolic acids, which are composed of chlorogenic acid, acacetin, apigenin, and luteolin, along with its glucoside form [7]. Previous studies have shown that CM and its components possess various biological functions, including antioxidant [8], anti-inflammatory [9], anti-tumorigenic [10], and cardiovascular-protective functions [11]. Moreover, the CM flower extract has been shown to prevent hyperlipidemic fatty liver disease by increasing hepatic peroxisome proliferator-activated receptor (PPAR)-α expression in hyperlipidemic fatty liver disease caused by high-fat milk [12]. Such beneficial effects have also been reported in HFD-induced obese mice [13] and an alloxan-induced diabetes mellitus model [14]. Almost all the studies conducted on the efficacy of CM related to health-promoting effects have been focused on its flowers. However, although not used as a traditional medicine, unlike flowers, the leaves of CM have a large amount of potential bioactive components, such as flavonoids, galuteolin, quercetin, and chlorogenic acid [15,16]. Consequently, the leaves can be used for medicinal purposes because of their high content of bioactive components. Furthermore, a recent study revealed that weight gain, fat deposition, and plasma lipid levels were significantly reduced by the administration of CM leaf extract (CLE) in HFD-fed mice [17]. However, apart from the previous approach based on the major lipids, such as cholesterol, lipoprotein, and TAG, detailed studies on lipid profiles, including changes in individual lipid species, towards the pharmacological effects of CLE in obese mice have rarely been described.

Modern lipidomics technology based on mass spectrometry provides significant insights into the metabolism and alterations in lipids through the identification and quantification of individual lipid species in a broad range of lipids [18]. This technology has been used extensively in biomedical research to evaluate toxicity and pharmacological properties of drugs [19], to discover potential biomarkers for disease states [20], and to understand the pathological mechanism of the metabolic syndrome [21]. Previous studies have shown that changes in specific lipid profiles and composition, such as ceramides and sphingomyelin species, are closely related to obesity-related diseases and metabolic disorders [22,23]. In addition, these techniques have also been used to explore the pharmacological effects of herbal medicines, such as *Cyclocarya paliurus* [24] and *Camellia sinensis* leaves [25], and *Panax ginseng* radix [26].

Thus, in this study, we conducted lipidomics analysis in HFD-induced metabolic disorders representing obesity and dyslipidemia as a pathology model. In addition, we also investigated the pharmacological effects of CLE and luteolin, which are closely related to the physiological functions and quality of CM [27], and its mechanisms against HFD-induced dyslipidemia through alterations of plasma lipid metabolites using the technique of liquid chromatography coupled with tandem mass spectrometry (LC-MS/MS).

## 2. Materials and Methods

### 2.1. Chemicals and Reagents

Methanol, isopropanol, and water were purchased from Merck (LC-MS grade, Darmstadt, Germany). Ammonium acetate, chloroform, methyl-*tert*-butyl ether (MTBE), butylhydroxytoluene (BHT), and TAG (15:0/15:0/15:0) were purchased from Sigma-Aldrich (St. Louis, MO, USA). Lysophosphatidylcholine (LPC 17:1), lysophosphatidylethanolamine (LPE 17:1), phosphatidylcholine (PC 17:0/14:1), phosphatidylethanolamine (PE 17:0/14:1), diacylglycerol (DAG 8:0/8:0), sphingomyelin (SM d18:1/12:0), ceramide (CER d18:1/12:0), and cholesteryl ester (CE 15:0) were obtained from Avanti Polar Lipids (Alabaster, AL, USA). The lipid standards mentioned above were used as internal standards for semi-quantification of each lipid.

### 2.2. Preparation of Chrysanthemum morifolium Ramat Leaf Extract

CM leaves (Haihang Industry, Jinan, China) were washed, crushed to 20 mesh, and extracted by adding 10 volumes of 70% ethanol to 10 kg CLE in an extraction vessel. The extraction was performed at 65–70 °C in the roof of the pot, which had a condenser. Vapor was condensed and returned back to the pot, which was recirculated three times, and each time-period lasted for 2 h. The extracted CLE liquid was subsequently concentrated and spray-dried at 120 °C to 80 mesh. The yield obtained was 10%. The contents of flavonoids in the CLE were analyzed using liquid chromatography-tandem mass spectrometry (LC-MS/MS) as described in previous papers [28,29,30]. The contents (mg/g dry weight) of ten flavonoids in CLE were as follows: luteolin, 0.057; galuteolin, 0.47; luteolin-7-*O*-glucuronide, 0.28; luteolin-7-*O*-6-acetyl glucoside, 0.0047; diosmetin-7-*O*-rutinoside, 0.056; diosmetin-7-*O*-glucoside, 0.055; acacetin-7-*O*-rutinoside, 1.7; apigenin, 0.0062; quercetin, 0.0032; chlorogenic acid, 0.19 (Figure 1).

### 2.3. Animal Experiments

Male C57BL/6J mice (4-week-old) were obtained from the Jackson Laboratory (Bar Harbor, ME, USA). All the mice were individually housed under constant temperature (24 °C) and a 12 h light/dark cycle, fed a normal chow diet for a one-week acclimation period, and subsequently, randomly divided into four groups. The mice in the different groups were fed a normal diet (ND, 12% kcal from fat, *n* = 6), high-fat diet (HFD, 45% kcal from fat, *n* = 6), HFD with 1.5% CLE (*w*/*w*) (*n* = 6), and HFD with 0.003% luteolin (*w*/*w*) (LU, *n* = 6) for 16 weeks. The mice were given free access to food and distilled water, and food intake and body weight were measured weekly. At the end of the mice experimental period, all the mice were anesthetized with isoflurane after 12 h of fasting. Blood samples were collected from the inferior vena cava in heparin-coated tubes, and plasma samples were obtained by centrifuging blood at 4000× *g* for 15 min at 4 °C. The liver, epididymal white adipose tissue (WAT), perirenal WAT, retroperitoneal WAT, mesentery WAT, subcutaneous WAT, interscapular WAT, interscapular brown adipose tissue, and skeletal muscle were removed, weighed, and immediately frozen in liquid nitrogen and stored at 80 °C. Animal studies were performed using protocols approved by the Kyungpook National University Industry Foundation (Approval No. KNU-2016-49).

### 2.4. Lipid Extraction

Lipids were extracted from mouse plasma according to the Matyash method with slight modifications [31]. In brief, a 50 µL internal standard (IS) mixture (LPC 17:1 400 ng/mL; LPE 17:1 400 ng/mL; PC 17:0/14:1 400 ng/mL; PE 17:0/14:1 400 ng/mL; DAG 8:0/8:0 40 ng/mL; SM d18:1/12:0 400 ng/mL; CER d18:1/12:0 40 ng/mL; CE 15:0 4 µg/mL; TAG 15:0/15:0/15:0 40 ng/mL) was transferred to a 2 mL Eppendorf tube and dried. Later, 5 µL plasma, 300 µL cold methanol, 100 µL water, and 1 mL MTBE along with 0.1% BHT were added to the tube. The mixture was shaken for 1 h at room temperature. Next, phase separation was induced by adding 250 µL water and incubating for 10 min at room temperature. After centrifugation (14,000× *g* for 15 min at 4 °C), the two phases were separately collected in 1.5 mL tubes. The upper (220 µL) and lower (110 µL) fractions were pooled and dried in a vacuum centrifuge (LABCONCO, Kansas City, MO, USA) for lipid profiling. The dried lipid extracts were reconstituted in 100 µL chloroform/methanol (1:9, *v*/*v*) prior to lipidomics analysis. Using the above method, hepatic lipids were extracted from the lyophilized samples (10 mg).

### 2.5. Lipidomics Study

Analysis of lipid extracts was performed using a high-performance liquid chromatography (HPLC) apparatus coupled to a Shimadzu 8040 tandem mass spectrometer (Shimadzu Corporation, Kyoto, Japan), based on a previously reported method with some modifications [32,33]. Semi-quantitative analysis of the extracted lipids from the plasma of mice was carried out using a Kinetex C18 column (100 × 2.1 mm, 2.6 μm, Phenomenex, Torrance, CA, USA) with a flow rate of 200 μL/min in positive mode. Mobile phase A was 10 mM ammonium acetate in water:methanol (1:9, *v*/*v*) and mobile phase B was 10 mM ammonium acetate in methanol:isopropanol (1:1, *v*/*v*). To achieve the best separation of the lipids, gradient elution was conducted as follows: 30% B (0 min), 95% B (15 min), 95% B (20 min), and 30% B (20–25 min). Each lipid quantitation was performed by selected reaction monitoring (SRM) of the precursor ions, ([M + H]^+^ or [M + NH_4_]^+^), and the related product ion for each lipid. To calculate the concentration of each target lipid species, the ratio of target analyte and internal standard (IS) was multiplied by the concentration of one specific IS representing each lipid species based on single-point calibrations [34,35,36]. IS and SRM transition ions for each lipid class are described in a previously published paper [33].

### 2.6. Hepatic Gene Expression Analyses

Total RNA from the liver was extracted from three representative samples in each group according to the manufacturer’s instructions (Invitrogen Life Technologies, Grand Island, NY, USA). The libraries of mRNA sequences were prepared as paired-end reads with a length of 100 bases using the TruSeq RNA Sample Preparation Kit (Illumina, CA, USA). After cDNA synthesis, the quality of these cDNA libraries was evaluated employing the Agilent 2100 Bioanalyzer (Agilent, CA, USA), and then sequenced as paired-ends using Illumina HiSeq2500 (Illumina, CA, USA). Quality control was performed using FastQC v. 0.11.2. Transcripts were assembled in Cufflinks v2.2.1 with TopHat Aligner [17,37]. Gene expression levels were estimated as fragments per kilobase of transcript per million mapped reads. Normalization factors were calculated using the differentially expressed genes (DEGES)/Empirical analysis of digital gene expression data in R (edgeR) method. Differentially expressed genes were identified based on a q-value threshold of less than 0.05. 

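Across the transcriptome, 12001 genes with a mean of at least 0.5 FPKM (Cufflinks' measure of expression, scaled to transcript length and library size) over the 12 livers were tested. The test was limma's moderated test on log2(FPKM + 1) with Benjamini-Hochberg adjustment at 0.05. Between the HFD and ND groups (n = 3 mice each), 1411 genes differed, of which 1168 were higher and 243 lower in HFD livers, and 3228 passed an unadjusted p of 0.05. Between CLE and HFD livers, 682 genes differed, with 303 higher and 379 lower in the CLE group. Between LU and HFD livers, 120 genes differed, with 34 higher and 86 lower in the LU group. CLE and LU livers differed in 1 gene, the pseudogene Gm10275, while 511 genes passed an unadjusted p of 0.05. Among all 4 groups, the moderated F test found 2836 genes. The direction of the changes between HFD and ND livers moved with the scaling of the libraries. With the FPKM values as deposited, 82.8% of the genes changed by the HFD were higher, and with median-of-ratios scaling 58.1% were higher. The median log2 fold change of all tested genes between HFD and ND livers was 0.11 with the values as deposited.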

The RNA-sequence data is available at the National Center for Biotechnology Information (NCBI)’s Gene Expression Omnibus Database (http://www.ncbi.nlm.nih.gov/geo/): accession number GSE124777.

### 2.7. Data Processing and Statistical Analyses

To confirm stability and reproducibility of the mass spectrometric analysis, a quality control (QC) sample [National Institute of Standards and Technology (NIST) Standard Reference Material (SRM 1950 plasma)] was loaded at regular intervals (ten samples) [38,39]. Unsupervised principal component analysis (PCA) and supervised partial least squares-discriminant analysis (PLS-DA) multivariate analyses were used to construct pattern recognition models based on plasma lipidomics data with Pareto scaling, to explore the extent of differences among the four groups using the software SIMCA-P+ (version 13.0, Umetrics, Umea, Sweden). All data were reported as mean ± standard deviation (SD). Statistically significant differences between all the groups were calculated by one-way analysis of variance (ANOVA) and Tukey’s multiple comparison test using Statistica 7 (StatSoft Inc., Tulsa, OK, USA).

## 3. Results and Discussion

### 3.1. Animal Characteristics

Male C57BL/6J mice were fed an ND, HFD, HFD + CLE, and HFD + LU for 16 weeks. Changes in biological characteristics of these mice are shown in Figure 2. The values of body weight, liver weight, total adipose tissue weight, and total cholesterol were 28.1 ± 1.4 g, 1.0 ± 0.1 g, 1.8 ± 0.2 g, and 4.1 ± 0.6 mmol/L in the ND group, respectively; however, due to administration of HFD, these levels were significantly elevated to 46.6 ± 1.5 g, 2.8 ± 0.3 g, 7.7 ± 0.6 g, and 7.8 ± 1.7 mmol/L respectively, indicating that the obese mouse model was well-established. In contrast, supplementation with CLE or LU significantly lowered body weight (*p* < 0.001), liver weight (*p* < 0.01), and total adipose tissue weight (*p* < 0.01) compared to that in the HFD group. Recently, CLE was shown to ameliorate insulin resistance, thermogenesis, and energy expenditure along with a decrease in weight gain in white adipose tissue [17]. Liver histological analysis using Hemotoxylin and Eosin (H&E) staining was employed to evaluate the preventive effects of CLE on HFD-induced obese mice (Figure 2f). The livers of mice in the ND group did not exhibit lipid deposition and signs of steatosis, whereas those in the HFD group displayed accumulation of lipid droplets and developed hepatic steatosis. However, the CLE- or LU-treated groups exhibited a significant reduction of hepatic lipid droplets. While LU also decreased the number of lipid droplets in the liver as CLE, this effect tended to be less (Figure 2f). The hepatic TAG contents in each group were calculated by summing the contents of all quantified TAGs. The hepatic TAG contents in the ND, HFD, CLE, and LU groups were 222.3 ± 21.2, 707.0 ± 76.5, 531.6 ± 57.2, and 587.2 ± 31.0 μg/mg, respectively (Figure 2e). As expected, the hepatic TAG contents in the CLE and LU groups were lower than those in the HFD group (*p* < 0.01), and most individual TAG species in CLE tended to decrease slightly more than those in the LU group (*p* > 0.05) (Supplementary Figure S1). The more effective decrease of lipid droplet number and total hepatic triacylglycerols in the CLE treatment group compared to the LU treatment may be due to bioactive compounds such as quercetin and chlorogenic acid present with luteolin in CM leaves. Energy expenditure was significantly increased during a 12 h light/dark cycle after CLE and LU treatment when compared with the HFD group. Considering the suppressed hepatic lipogenesis and enhanced energy expenditure by CLE and LU treatment [17], it was evident that CLE and LU have a potential to attenuate obesity in mice.

### 3.2. Multivariate Statistical Analysis of Mice Plasma Lipid Levels

Representative pooled mice plasma samples were used to identify lipids therein. Approximately 140 individual lipid molecular species covering 9 lipid classes, comprising 16 LPC, 27 PC, 6 LPE, 11 PE, 41 TAG, 5 DAG, 14 SM, 14 CE, and 6 CER, were identified from pooled plasma samples of the mice [26]. The lipid profiles thus obtained from the ND, HFD, CLE, and LU groups were analyzed by multivariate statistical analysis to identify the extent of differences among the four groups. In the PCA score plot (Figure 3a), QC samples (NIST SRM1950 standard blood plasma, [40]) were tightly clustered, suggesting that the mass spectrometric analysis data has excellent stability and reproducibility. Performance of the constructed principal component analysis (PCA) and partial least-squares discriminant analysis (PLS-DA) model was assessed by fitness (*R*^2^) and predictability (*Q*^2^), and the performance levels of the good models are higher than 50%. The significance of the PLS-DA model was evaluated using cross-validated analysis of variance (CV-ANOVA) [41]. Each group showed a clear distinction in the PCA (*R*^2^X = 95%, *Q*^2^ = 85%) and PLS-DA (*R*^2^X = 93%, *Q*^2^ = 37%, *p* = 0.038) score plots with a good model quality. Clusters of lipid species from the CLE and LU groups were observed as separate clusters from those of the HFD group (Figure 3b,c).

### 3.3. Effect of a High-Fat Diet on Mice

The sum (total) levels of the lipid species quantified in the plasma samples of mice were significantly elevated by HFD, and the lipid species contributing to these changes were LPC, PC, CE, SM, and CER. In contrast, the levels of LPE, PE, TAG, and DAG did not differ between the groups (Figure 4). The levels of 13 of 14 CE species, 12 of 27 PC species, 12 of 16 LPC species, all SM species, and 5 of 6 CER species were significantly increased by HFD, as shown in Supplementary Table S1. Similar to our results, accumulation of CE, PC, LPC, and sphingolipids (CER and SM) in plasma of HFD-induced obese and dyslipidemic mice has been reported [23,24,26,42,43,44]. The PC/PE ratio is a well-known marker associated with health and disease and regulates a variety of cellular processes [45]. Recently, an increase in these indicators has also been observed in the plasma of dyslipidemic and diabetic mice [24] and WAT macrophages in leptin-deficient (*ob/ob*) mice [46]. Consistent with this result, our results also showed a significant elevation in the levels of PC and PC/PE ratio in the HFD group compared with those in the ND group (Figure 4).

### 3.4. Effect of Chrysanthemum morifolium Ramat leaf Extract (CLE) and Luteolin (LU) in Mice

We found that the sum (total) levels of LPC, PC, CE, SM, and CER were elevated in the HFD group compared to those in the ND group. Compared with the HFD group, CLE or LU treatment significantly reduced the sum total of the LPC and CE (*p* < 0.05), and also showed a tendency to decrease the SM and CER (*p* = 0.08) (Figure 4). However, even though CLE or LU had little effect on altering the sum total of the PC, the PC/PE ratio completely recovered to that of the ND group (Figure 4). The level of PC can be modulated by converting PE to PC by phosphatidylethanolamine *N*-methyltransferase (PEMT) as well as the Kennedy pathway that comprises Chpt1 and Cept1. The depletion of PC content by knockout of PEMT led to an increase in energy expenditure, weight loss, and insulin sensitivity, thereby preventing HFD-induced obesity and atherosclerosis [47,48,49]. Importantly, significantly higher hepatic expression of Chpt1 was observed in HFD-induced obese mice, however, CLE treatment significantly suppressed both the levels of Chpt1 and Cept1, while LU treatment significantly reduced only Cept1 (Figure 5a). In contrast, no statistically significant change in the hepatic expression of PEMT was noted between the groups (data not shown). Thus, CLE or LU treatment appears to have an inhibitory effect on the Kennedy pathway rather than through the PEMT pathway.

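The hepatic expression values come from RNA sequencing of livers from 12 C57BL/6J mice, 3 in each of 4 groups. These were the normal diet (ND, 12% of energy from fat), the high-fat diet (HFD, 45% of energy from fat), HFD with 1.5% CLE and HFD with 0.003% LU, each fed for 16 weeks. RNA was sequenced as paired reads of 100 bases. The authors aligned the reads with TopHat, assembled transcripts with Cufflinks 2.2.1, and deposited FPKM values of 152210 transcripts, of which 78786 are known transcripts and 73424 were assembled from the reads. The values carry no read counts, so the depth of each library is unknown and no counting error can be given. Cufflinks shares the fragments of overlapping transcripts out by estimation, and values of single transcripts are therefore less certain than sums over a gene. The values were summed over the 142679 transcripts that correspond to a gene of the GENCODE M21 annotation (mouse genome GRCm38), which gave 22947 genes. Summed over genes, the libraries held 532933 to 558378 FPKM in the ND group (median 552877), 562308 to 616550 in the HFD group (median 566457), 558219 to 634454 in the CLE group (median 604245) and 581596 to 607643 in the LU group (median 591401). Another 8149 transcripts with no reference transcript were left out. They held 1483577 to 6084423 FPKM per library, and a single transcript held up to 3500000 FPKM. Groups were compared by limma on log2(FPKM + 1), in one fit over all 12 mice, so that a fold change on this scale understates the change of genes with low values. A list of 43 genes of phosphatidylcholine, lysophosphatidylcholine and sphingolipid metabolism was adjusted on its own. The 28 of them with a mean above 0.1 FPKM were tested. The list was fixed before the deposited values were examined, and it holds the genes that the paper names and members of their families. The paper reports on these same livers. The list is therefore not independent of the data, and p-values adjusted over it alone can be too low. An exact test of 3 mice against 3 cannot go below p = 0.1. For this reason the list was also tested by an exact permutation test of the F statistic over all splits of the 12 mice into 4 groups. Groups of 3 fail to overlap by chance in 10% of genes per comparison, so a lack of overlap alone is weak evidence. The libraries also differed in their relation to GC content. Across 7309 genes, Spearman's correlation of a library's deviation from the mean of all libraries with the GC content of the gene lay between -0.41 and -0.13 in the 6 ND and HFD libraries, and between 0.19 and 0.50 in the 6 CLE and LU libraries. Genes are not independent replicates, and no test was made of this correlation. The GC difference separates the CLE and LU libraries from the others, so it cannot be told apart from the treatments.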

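Chpt1 (ENSMUSG00000060002), on chromosome 10 of GRCm38 from 88452745 to 88504073, encodes choline phosphotransferase 1. Its expression was 132 ± 11.2 FPKM (SD, n = 3 mice) in the ND group, 229 ± 22.2 in the HFD group, 168 ± 6.17 in the CLE group and 179 ± 6.8 in the LU group. The log2 fold change of HFD against ND was 0.79 (standard error 0.10, adjusted p = 6.6e-05 over the list and 5.2e-04 over all genes, limma). CLE against HFD gave -0.44 (standard error 0.10, adjusted p = 0.015 over the list and 0.038 over all genes). LU against HFD gave -0.35 (standard error 0.10, adjusted p = 0.079 over the list). This decrease passed with Tukey's test on FPKM (adjusted p = 0.0078) and with no filter on low values (adjusted p = 0.036). These were 2 of the 9 alternatives set before the data were examined. Tukey's test is adjusted for the pairs of groups and not over the listed genes. With no filter, the change was still -0.35 over the same listed genes, and only the estimate of the spread differed. Every CLE and LU mouse had a lower value than every HFD mouse. Cept1 (ENSMUSG00000040774), on chromosome 3 from 106502260 to 106547802, encodes choline/ethanolamine phosphotransferase 1. Its expression was 49.4 ± 2.58 FPKM in the ND group, 61.5 ± 6.69 in the HFD group, 44.5 ± 1.98 in the CLE group and 43 ± 3.23 in the LU group (SD, n = 3 each). The log2 fold change was 0.31 for HFD against ND (adjusted p = 0.03 over the list and 0.078 over all genes), -0.45 for CLE against HFD (adjusted p = 0.015 and 0.036) and -0.50 for LU against HFD (adjusted p = 0.0098 and 0.043). The increase of Cept1 in HFD livers was 0.16 with median-of-ratios scaling (adjusted p = 0.25 over the list) and 0.20 with quantile normalization (adjusted p = 0.18). Corrections for transcript length, GC content and both, chosen after seeing the data, gave 0.17, 0.19 and 0.18 (adjusted p = 0.24, 0.16 and 0.16). With a score of clock genes as a covariate, also chosen after seeing the data, its adjusted p was 0.062. Apart from that score, the increase passed in 8 of 13 alternatives. The decreases by CLE and LU moved most with the transcript of the highest mean in place of the sum and with a correction of the values for GC content. With the transcript of the highest mean, Cept1 fell by 0.30 in both comparisons (adjusted p = 0.068 for CLE and 0.087 for LU). Chpt1 moved the other way, to -0.61 with CLE (adjusted p = 0.016) and -0.44 with LU (adjusted p = 0.087). With the GC correction, chosen after seeing the data, CLE against HFD gave -0.32 for Chpt1 and -0.29 for Cept1 (adjusted p = 0.08 for both), and LU against HFD gave -0.32 for Cept1 (adjusted p = 0.081). Among the 4 groups, the exact permutation test gave p = 6.5e-05 for Chpt1 (adjusted 0.0018) and p = 8.4e-04 for Cept1 (adjusted 0.012).

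**Figure D1:**
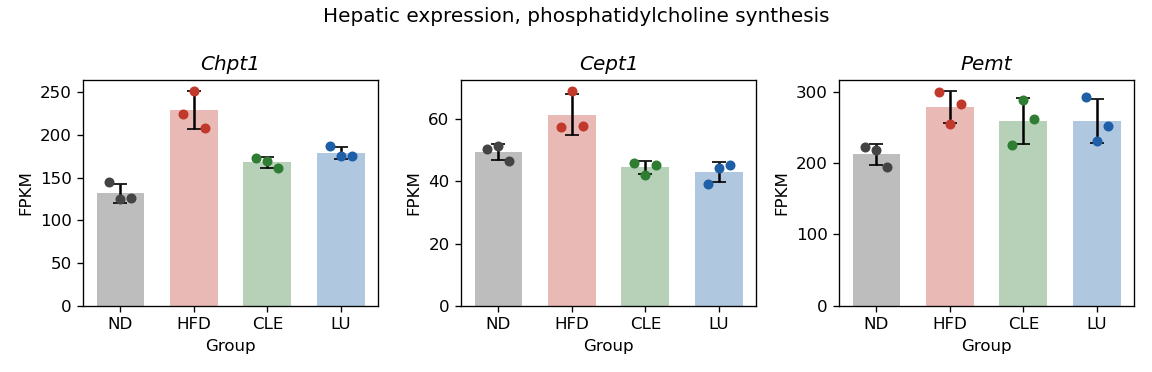
Hepatic expression in FPKM of Chpt1, Cept1 and Pemt (y axes, each starting at 0) in the ND, HFD, CLE and LU groups (x axes). Bars are means, error bars are SD and points are the 3 mice of each group. For Chpt1, the HFD mice lie between 208 and 252 FPKM, above all other mice.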

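Pemt (ENSMUSG00000000301), on chromosome 11 of GRCm38 from 59970614 to 60046489, encodes phosphatidylethanolamine N-methyltransferase. Its expression was 212 ± 14.5 FPKM in the ND group, 279 ± 22.4 in the HFD group, 259 ± 32.1 in the CLE group and 259 ± 31.3 in the LU group (SD, n = 3 mice each). The exact permutation test among the 4 groups gave p = 0.056 (adjusted 0.12 over the list). By limma, the log2 fold change of HFD against ND was 0.40 (standard error 0.13, adjusted p = 0.023 over the list and 0.063 over all genes), and each HFD mouse had a higher value than each ND mouse. With median-of-ratios scaling this change was 0.25 (adjusted p = 0.22), and with the clock-gene score as a covariate, chosen after seeing the data, it was 0.25 (adjusted p = 0.29). CLE against HFD gave -0.12 (adjusted p = 0.53) and LU against HFD gave -0.11 (adjusted p = 0.54), which is within the spread between mice. With the values corrected for both transcript length and GC content, a setting chosen after seeing the data, CLE against HFD gave -0.35 (adjusted p = 0.03).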

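Over the 28 listed genes tested, 5 passed an adjusted p of 0.05 between CLE and HFD livers, all lower in the CLE group, and 9 passed an unadjusted p of 0.05. These 5 genes were Chpt1, Cept1, Kdsr, Sgms1 and Sgms2. Their passing depends on single mice. In the 12 fits that each left out a mouse, Chpt1 and Cept1 passed in 10, Kdsr and Sgms1 in 8 and Sgms2 in 7. Without HFD replicate 15, and also without CLE replicate 11, 0 listed genes passed (9 at an unadjusted p of 0.05 in each fit). Adjusted over all genes, 3 of the listed genes passed. Between LU and HFD livers, Cept1 was the 1 listed gene that passed, and 8 passed an unadjusted p of 0.05. CLE and LU livers differed in 0 of the listed genes, and in 1 at an unadjusted p of 0.05. The log2 fold change of CLE against LU was -0.09 for Chpt1 (adjusted p = 0.97 over the list), so the lower Chpt1 in CLE livers was not shown to differ between the treatments. After the correction for GC content, 0 of the 5 genes passed between CLE and HFD livers (9 listed genes at an unadjusted p of 0.05). After the correction for transcript length 5 of the 5 passed, and after the correction for length and GC content together 4 of the 5 passed, Sgms2 being the exception. With the clock-gene score as a covariate, 3 of the 5 passed, and Kdsr and Sgms2 did not. These settings were chosen after seeing the data. From lower Chpt1 and Cept1 together with Pemt expression that did not change, the paper proposes that CLE or LU acts on the Kennedy pathway rather than on the PEMT pathway.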

LPC is generated from the PC either via deacylation by phospholipase A_2_ (PLA_2_) isozymes or conversion by lecithin-cholesterol acyltransferase (LCAT) and is well known to be one of the major lipotoxic intermediates that promotes metabolic diseases through specific cell signaling, such as endoplasmic reticulum (ER) stress, chronic inflammation, apoptosis, and necrosis [50,51,52]. Consistent with our results, many previous studies have reported that the levels of most LPCs, including LPC 18:0, LPC 18:1, LPC 20:3, and LPC 22:6, were significantly increased in plasma of obese mice [26,42,44]. In addition to LPC, high plasma levels of CE are strongly recognized as a key marker to assess the risk and prediction of CVD [53,54]. Several studies have demonstrated that accumulation of high levels of CEs in plasma was observed in HFD-streptozotocin-induced diabetic (*db/db*) mice and HFD-induced obese mice, which are consistent with our findings [23,24,26,42]. In our study, one of the interesting findings was that significantly reduced levels of most LPC and CE were observed after CLE or LU treatment. However, no significant changes in the hepatic gene expressions, including LCAT, PLA_2_ isozymes, and lysophosphatidylcholine acyltransferase (LPCAT) isozymes that are involved in synthesis of these lipids, were observed between all the groups (*p* > 0.05; data not shown). Therefore, CLE or LU treatment might have a potential therapeutic effect through reduced levels of lipotoxic intermediates (LPC and CE).

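Lcat (ENSMUSG00000035237), on chromosome 8 of GRCm38 from 105939551 to 105943382, was expressed at 239 ± 26.1 FPKM in the ND group, 251 ± 6.51 in the HFD group, 252 ± 16.2 in the CLE group and 256 ± 2.41 in the LU group (SD, n = 3 mice each). These differences are within the spread between mice (exact permutation test among the 4 groups, p = 0.56). Of the phospholipase genes in Figure 5a, Pla2g12a rose from 9.73 ± 3.41 FPKM in the ND group to 19 ± 1.37 in the HFD group, a log2 fold change of 0.95 (standard error 0.18, adjusted p = 0.0016 over the list and 0.0063 over all genes, limma). It was 21.7 ± 3.27 in the CLE group and 19 ± 0.795 in the LU group. Pla2g12b and Pla2g4a had log2 fold changes of 0.16 and 0.39 between HFD and ND livers (adjusted p = 0.23 and 0.11). Pla2g4a passed in a fit of the ND and HFD mice alone (adjusted p = 0.031). Of the other phospholipases, Pla2g15 rose by 0.82, Pla2g7 by 0.69 and Pla2g6 by 0.64 on the log2 scale (adjusted p = 0.0016, 0.0056 and 0.012). The rise of Pla2g6 was 0.50 with median-of-ratios scaling (adjusted p = 0.064) and 0.39 with the transcript of the highest mean (adjusted p = 0.13). With the clock-gene score as a covariate, chosen after seeing the data, Pla2g12a and Pla2g15 passed (adjusted p = 0.036 for both) and Pla2g6 and Pla2g7 did not (adjusted p = 0.062 for both). In the exact permutation test among the 4 groups, Pla2g12a, Pla2g15 and Pla2g7 passed (adjusted p = 0.029, 0.037 and 0.046) and Pla2g6 did not (adjusted p = 0.086). With the values as deposited, none of these genes differed between CLE or LU and HFD livers at an adjusted p of 0.05 in the fit of all 12 mice. Another listed phospholipase, Pla2g4b, was 0.56 higher with CLE and 0.47 higher with LU on the log2 scale (adjusted p = 0.088 and 0.17), and it passed for CLE in a fit of the CLE and HFD mice alone (adjusted p = 0.034). With sums by the gene names of the deposited table, chosen after seeing the data, Pla2g4b passed for CLE and LU (adjusted p = 0.015 and 0.038). After the correction for transcript length and GC content, chosen after seeing the data, Pla2g12b was lower by this test in CLE livers (-0.29, adjusted p = 0.042). The log2 fold changes of Lpcat1, Lpcat2, Lpcat3 and Lpcat4 between HFD and ND livers were 0.12, 0.37, 0.39 and 0.06, with adjusted p = 0.63, 0.11, 0.1 and 0.88 by limma, and their adjusted p in the exact permutation test among the 4 groups was 0.6, 0.27, 0.36 and 0.48. Between CLE and HFD livers, the 4 Lpcat genes changed by -0.01, 0.05, -0.12 and 0.23 on the log2 scale, with adjusted p = 0.99, 0.83, 0.65 and 0.36, and between LU and HFD livers by 0.13, -0.18, -0.09 and 0.16, with adjusted p = 0.6, 0.54, 0.71 and 0.54.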

Among the 63 lipid metabolites increased by the HFD, we identified 22 potential markers associated with anti-obesity effects of CLE or LU in the plasma of mice using Tukey’s multiple comparison test. In particular, the levels of 6 CE (20:2, 20:3, 20:4, 20:5, 22:4, and 22:6), 7 LPC (16:0, 18:0, 18:1, 20:2, 20:3, 20:4, and 22:6), 5 PC (34:0 (16:0/18:0), 38:4 (18:0/20:4), 38:5 (18:1/20:4), 40:6 (18:0/22:6), and 40:7 (18:1/22:6)), and 4 sphingolipid (CER 34:1 (d18:1/16:0), SM 34:1 (d18:1/16:0), SM 36:1 (d18:1/18:0), and SM 36:2 (d18:2/18:0)) were significantly lowered in the HFD group treated with CLE or LU (Supplementary Table S1). 

CER, a precursor and major molecule of sphingolipids, and SM, which may act as a pool for the generation of CER, are the most abundant sphingolipids in lipoproteins and constitute about 3% and 87% of plasma sphingolipids, respectively [55]. Similar to our study, several studies have reported that CER and SM levels were significantly increased in plasma and liver of animal models caused by a HFD or leptin deficiency [56,57,58,59]. In addition, upregulation of genes involved in sphingolipid biosynthesis has been frequently observed in obesity and dyslipidemia. The synthesis of sphingolipids is initiated by serine palmitoyl-coenzyme A (CoA) transferase (SPT) using serine and palmitoyl-CoA as substrates, and CER is generated through a two-step process by ceramide synthase (CerS) and dihydroceramide desaturase (DES1), which is then converted to SM by a transfer of the head group of PC via the action of sphingomyelin synthase (Sgms) [60]. The gene expression of the SPT isozymes, 3-ketodihydrosphingosine reductase (kdsr), CerS isozymes, and Sgms isozymes, which are involved in regulating the de novo sphingolipid biosynthetic pathway and the levels of pro-ceramide gene expression, including sptlc2, CerS6, and sgms1, were significantly increased in the HFD group compared to those in the ND group (*p* < 0.05). 

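In HFD livers, Cers6 (ENSMUSG00000027035; chromosome 2 of GRCm38, 68861441 to 69114282), a ceramide synthase, was expressed at 6.77 ± 0.489 FPKM against 2.21 ± 0.512 in ND livers (SD, n = 3 mice each). The log2 fold change was 1.28 (standard error 0.15, adjusted p = 3.2e-05 over the list and 2.1e-04 over all genes, limma). Sptlc2 (ENSMUSG00000021036; chromosome 12, 87305058 to 87388355), a subunit of serine palmitoyltransferase, rose from 6.27 ± 0.724 to 10.7 ± 2.2 FPKM (log2 fold change 0.67, standard error 0.15, adjusted p = 0.0046 over the list). Sgms1 (ENSMUSG00000040451; chromosome 19, 32122727 to 32389714), a sphingomyelin synthase, rose from 7.87 ± 1.36 to 15.2 ± 3.6 FPKM (log2 fold change 0.86, standard error 0.21, adjusted p = 0.0056). For these 3 genes, each HFD mouse had a higher value than each ND mouse, and they passed under every alternative processing of the values that was tried. In the exact permutation test among the 4 groups, Cers6 passed (adjusted p = 0.014) and Sptlc2 and Sgms1 did not (adjusted p = 0.057 and 0.086). With a score of clock genes as a covariate, a setting chosen after seeing the data, Cers6 passed and Sptlc2 and Sgms1 did not (adjusted p = 0.062 for both). With each mouse left out in turn, the log2 fold change of Cers6 lay between 1.19 and 1.41, that of Sptlc2 between 0.55 and 0.82 and that of Sgms1 between 0.69 and 0.99. Cers2 rose from 138 ± 16.6 to 187 ± 6.61 FPKM (log2 fold change 0.45, adjusted p = 0.0099), and by 0.30 with median-of-ratios scaling (adjusted p = 0.098), and its adjusted p with the clock-gene covariate was 0.085. The other genes of this pathway in Figure 5b did not pass. Their log2 fold changes were 0.11 for Sptlc1, -0.05 for Sptssa, 0.16 for Kdsr, 0.04 for Cers4 and 0.12 for Sgms2 (adjusted p = 0.58, 0.76, 0.61, 0.89 and 0.65).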

Similar to our results, a previous study has reported that sptlc2, which is responsible for the initial steps in sphingolipid biosynthesis, was significantly elevated in HFD-induced insulin-resistant mice relative to a low-fat diet group [61]. In addition, upregulated expression levels of ceramide synthases (CerS1, CerS2, CerS4, and CerS6) have been observed in HFD-induced insulin resistance [61,62,63].

In the present study, CLE or LU treatment markedly decreased the levels of sphingolipids (CER and SM) in plasma (Figure 5b). 

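In CLE and LU livers (n = 3 mice each), the genes of ceramide and sphingomyelin synthesis were compared with HFD livers by limma on log2(FPKM + 1). Sgms1 was expressed at 8.41 ± 1.75 FPKM (SD) in the CLE group and 9.66 ± 2.52 in the LU group. CLE against HFD gave a log2 fold change of -0.78 (standard error 0.21, adjusted p = 0.023 over the list and 0.047 over all genes), and LU against HFD gave -0.61 (standard error 0.21, adjusted p = 0.09 over the list). Sgms2 (ENSMUSG00000050931; chromosome 3 of GRCm38, 131318985 to 131491411) was expressed at 15.5 ± 0.808 FPKM in the HFD group, 10.1 ± 2.3 in the CLE group and 12.5 ± 1.09 in the LU group. It fell by 0.59 with CLE (adjusted p = 0.029 over the list and 0.06 over all genes) and by 0.28 with LU (adjusted p = 0.26). With Tukey's multiple comparison test on FPKM, the decrease of Sgms2 with CLE did not pass (adjusted p = 0.079). In the 12 fits that each left out a mouse, the decrease with CLE passed in 8 for Sgms1 and 7 for Sgms2. Cers6 was expressed at 5.13 ± 1.05 FPKM in the CLE group and 4.88 ± 0.491 in the LU group. Its log2 fold change was -0.35 for CLE (adjusted p = 0.12) and -0.40 for LU (adjusted p = 0.09), and each CLE and LU mouse had a lower value than each HFD mouse. With Tukey's test, the decrease of Cers6 with LU passed (adjusted p = 0.037). Cers4 (ENSMUSG00000008206; chromosome 8, 4493026 to 4531680) was expressed at 1.35 ± 0.213 FPKM in the HFD group, 2.16 ± 0.472 in the CLE group and 2.5 ± 1.1 in the LU group. Its log2 fold change was 0.42 for CLE (adjusted p = 0.15) and 0.53 for LU (adjusted p = 0.09). Each CLE and LU mouse had a higher value of Cers4 than each HFD mouse. Groups of 3 fail to overlap by chance in 10% of genes per comparison, so the lack of overlap of Cers6 and Cers4 adds little. After the correction for GC content, Sgms1 and Sgms2 fell by 0.73 and by 0.46 with CLE (adjusted p = 0.08 for both). After a correction for transcript length and GC content together, Sgms1 passed (adjusted p = 0.022) and Sgms2 did not (adjusted p = 0.058), while Cers4 was higher by 0.66 with CLE and 0.78 with LU (adjusted p = 0.042 and 0.041). Both corrections were chosen after seeing the data.

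**Figure D2:**
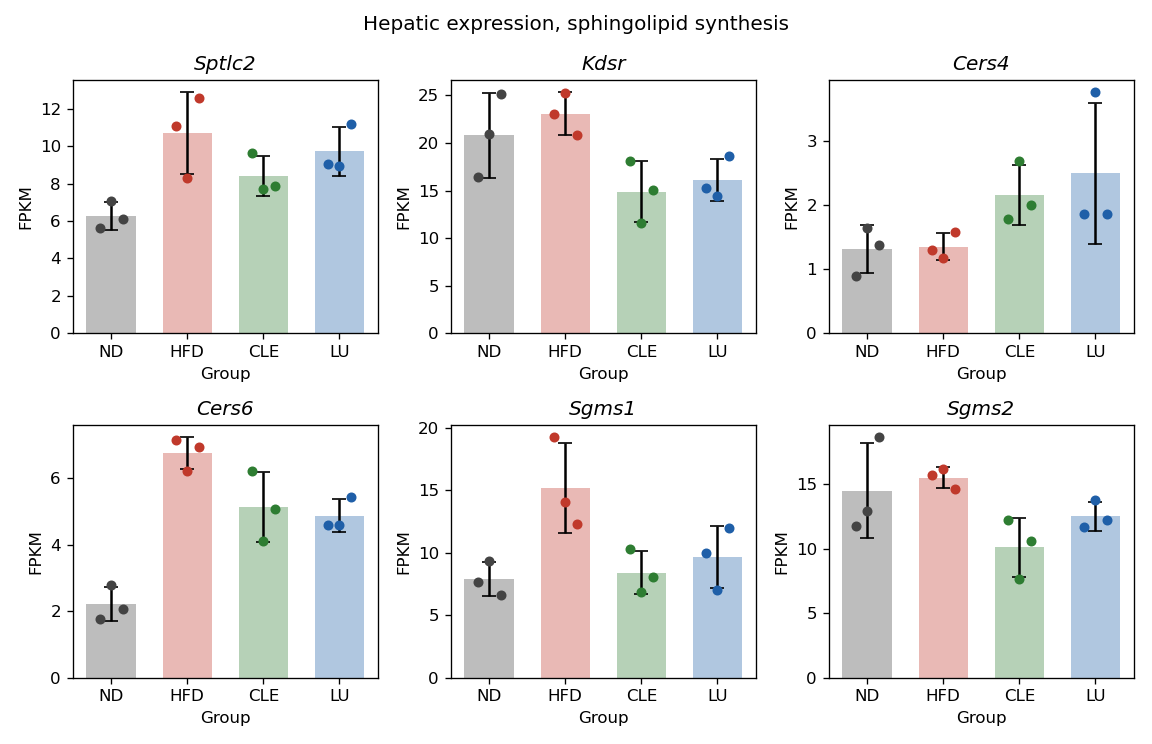
Hepatic expression in FPKM of Sptlc2, Kdsr, Cers4, Cers6, Sgms1 and Sgms2 (y axes, each starting at 0) in the ND, HFD, CLE and LU groups (x axes). Bars are means, error bars are SD and points are the 3 mice of each group. The HFD mice lie between 12.3 and 19.3 FPKM for Sgms1, above all other mice.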

As a result, the hepatic mRNA expression levels of CerS4, CerS6, Sgms1, and Sgms2 were significantly reduced after CLE or LU treatment (*p* < 0.05) (Figure 5b). CER 34:1 (d18:1/16:0) synthesized by CerS6 is specifically distinguished as a key CER compared to other CERs in obesity-related diseases, which worsens the overall health status through disruption of insulin signaling, induction of apoptosis, and suppression of energy expenditure or fatty acid oxidation [63,64,65,66]. Similar to our study (Figure 6), Raichur et al. also showed that treatment with antisense oligonucleotides as a selective CerS6 inhibitor prevented the development of obesity and T2D through improved insulin sensitivity and reduced body weight gain, together with approximately a 50% reduction of CER 34:1 (d18:1/16:0) levels in both the plasma and liver [64]. In addition, sgms1 gene knockout mice showed dramatic attenuation of SM levels in plasma and liver with suppression of inflammatory cytokines [67]. Additionally, some studies reported that Sgms2 knockout could prevent the development of liver steatosis [68,69]. These results indicated that CLE or LU treatment ameliorated HFD-induced dyslipidemia in mice by lowering the lipotoxic intermediates (CER and SM) in the liver and plasma through inhibition of de novo synthesis of sphingolipids.

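Of the other genes of the de novo pathway, Kdsr (ENSMUSG00000009905; chromosome 1 of GRCm38, 106720459 to 106759727), which encodes 3-ketodihydrosphingosine reductase, was expressed at 20.8 ± 4.45 FPKM in the ND group, 23.1 ± 2.26 in the HFD group, 14.9 ± 3.25 in the CLE group and 16.1 ± 2.19 in the LU group (SD, n = 3 mice each). Its log2 fold change was -0.61 for CLE against HFD (standard error 0.18, adjusted p = 0.029 over the list and 0.057 over all genes, limma) and -0.49 for LU against HFD (adjusted p = 0.09 over the list). The decrease with CLE did not pass with the transcript of the highest mean (-0.21, adjusted p = 0.25), with Tukey's test (adjusted p = 0.055) or after the GC correction (-0.45, adjusted p = 0.08). It passed in 8 of the 12 fits that each left out a mouse. The decrease with LU passed in a fit of the LU and HFD mice alone (adjusted p = 0.048). Sptlc2 changed by -0.30 with CLE and -0.11 with LU (adjusted p = 0.19 and 0.6), and Sptlc1 by -0.17 and -0.15 (adjusted p = 0.35 and 0.42). Cers2 changed by -0.19 with CLE and -0.25 with LU (adjusted p = 0.31 and 0.18). Degs1, which encodes dihydroceramide desaturase, was expressed at 44 ± 2.63 FPKM in the HFD group, 33.3 ± 4.87 in the CLE group and 35.5 ± 5.83 in the LU group, and its log2 fold change was -0.40 with CLE and -0.31 with LU (adjusted p = 0.055 and 0.16, limma), with each CLE and LU mouse below each HFD mouse. Groups of 3 fail to overlap by chance in 10% of genes per comparison, so the lack of overlap of Degs1 adds little. In the exact permutation test among the 4 groups, neither Kdsr, Sgms2 nor Degs1 passed (adjusted p = 0.12, 0.12 and 0.16).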

Taken together, our study demonstrated that treatment with CLE significantly reduced lipotoxic intermediates, such as PC, LPC, CER, SM, and CE, in the plasma of HFD-induced obesity and dyslipidemia model. Especially, six metabolites, LPC 18:1, LPC 22:6, PC 40:7, CE 22:6, CER 34:1, and SM 34:1, might be used as biomarker candidates which could explain the pharmacological effects of CLE or LU on dyslipidemic mice (Figure 6). Elevated hepatic expression levels of genes involved in the Kennedy pathway and sphingolipid metabolism related to synthesis of lipotoxic intermediates in the group of HFD-induced obese mice were dramatically recovered to the levels of the ND group after CLE or LU treatment. Consequently, the supplementation of CLE and LU was shown to ameliorate HFD-induced dyslipidemia and these lipid biomarkers can be used to better understand obesity-related metabolic disorders and to investigate their beneficial effects associated with such disorders.

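Against ND livers (n = 3 mice each), 6 of the 28 listed genes were higher in CLE livers and 8 were higher in LU livers at an adjusted p of 0.05 over the list (limma), and 0 were lower in either group. At an unadjusted p of 0.05, 15 and 11 listed genes differed. This direction rests on the scaling of the deposited values. With median-of-ratios scaling, 6 listed genes were higher and 5 lower in CLE livers, and 4 were higher and 1 lower in LU livers. With quantile normalization, 5 were higher and 3 lower in CLE livers, and 6 were higher and 0 lower in LU livers. Chpt1 was 0.35 higher on the log2 scale in CLE livers and 0.44 higher in LU livers than in ND livers (adjusted p = 0.025 and 0.0093). With median-of-ratios scaling these differences were 0.20 and 0.33 (adjusted p = 0.2 and 0.059), and with the transcript of the highest mean 0.04 and 0.21 (adjusted p = 0.82 and 0.31). Cers6 was 0.93 higher in CLE livers and 0.88 higher in LU livers (adjusted p = 5.5e-04 and 0.0015). Sptlc2 was 0.37 higher in CLE livers and 0.56 higher in LU livers (adjusted p = 0.082 and 0.017). The difference with LU did not pass with the transcript of the highest mean (0.36, adjusted p = 0.085) or with Tukey's test on FPKM (adjusted p = 0.071). Cept1 differed from ND livers by -0.15 with CLE and -0.20 with LU (adjusted p = 0.23 and 0.16). Under median-of-ratios scaling it differed by -0.30 with CLE and -0.31 with LU (adjusted p = 0.032 and 0.05). A correction for transcript length, chosen after seeing the data, gave -0.32 and -0.35 (adjusted p = 0.021 and 0.018). The transcript of the highest mean gave 0.03 for both (adjusted p = 0.82 and 0.81). Sgms1 differed by 0.08 with CLE and 0.25 with LU (adjusted p = 0.71 and 0.31). Sgms2 differed by -0.47 with CLE and -0.17 with LU (adjusted p = 0.065 and 0.38), and by -0.61 with CLE under median-of-ratios scaling (adjusted p = 0.021). With CLE it also passed with quantile normalization (-0.59, adjusted p = 0.027) and the transcript of the highest mean (-1.24, adjusted p = 0.0058). A correction for transcript length, chosen after seeing the data, gave -0.49 with CLE (adjusted p = 0.031). It passed with CLE in 4 of 13 alternatives. With the clock-gene score as a covariate, chosen after seeing the data, 0 listed genes differed from ND livers in either group (6 and 4 at an unadjusted p of 0.05). Over all tested genes, 3209 differed between CLE and ND livers and 1742 between LU and ND livers. The CLE and LU groups each share 2 mouse numbers with the ND group, although the mice are different animals. Deviations of same-numbered mice from their group means correlated across genes at -0.17 for CLE and 0.14 for LU. With the mouse number as a block, 1100 genes differed between CLE and ND livers and 769 between LU and ND livers. Of the listed genes, 5 and 4 differed. These fits rest on the 2 shared numbers alone and leave few degrees of freedom for the residuals. The lower counts therefore do not show an effect of pairing. Across the 12001 genes, the change from ND to HFD livers and the change from HFD to treated livers correlated at -0.26 for CLE (Pearson's r, from -0.34 to -0.14 over the 3 HFD mice) and at -0.29 for LU (from -0.37 to -0.16). In each of these, the HFD mouse used for the treatment effect was left out of the diet effect, since sharing mice makes the correlation negative by construction. Genes are not independent replicates, and this correlation was not tested.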

## Figures and Tables

**Figure 1:**
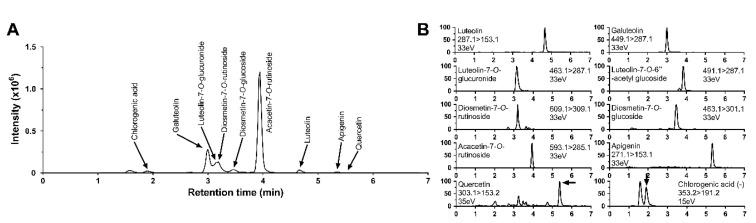
The total ion chromatogram (**A**) and selected reaction monitoring chromatogram (**B**) of individual flavonoids from *Chrysanthemum morifolium* Ramat leaf extracts (CLE).

**Figure 2:**
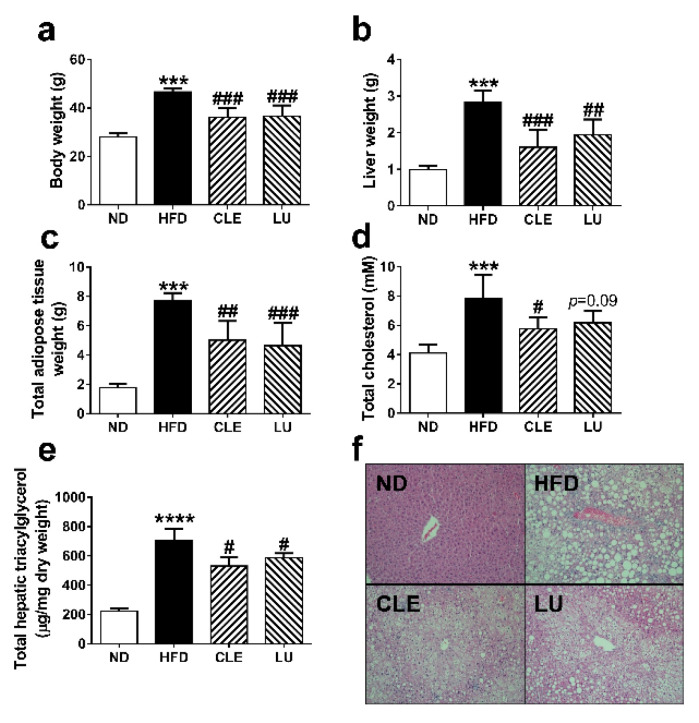
Effect of *Chrysanthemum morifolium* Ramat leaf extracts (CLE; 1.5%) and luteolin (LU; 0.003%) on body weight (**a**), liver weight (**b**), total adipose tissue weight (**c**), total cholesterol level (**d**), total hepatic triacylglycerol contents (**e**), and hepatic morphology (original magnification × 100) (**f**) in C57BL/6J mice fed a high-fat diet (HFD). The data are shown as mean ± standard deviation (SD) (*n* = 6). *, # different letters indicate significant difference compared with normal diet (ND) group (*) and HFD group (#), as determined by Tukey’s multiple comparisons test. (*** *p* < 0.001, **** *p* < 0.0001, # *p* < 0.05, ## *p* < 0.01, ### *p* < 0.001).

**Figure 3:**
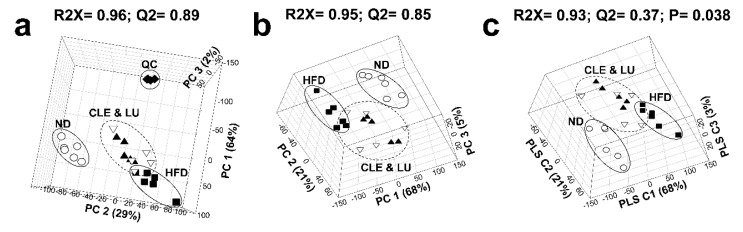
Principal component analysis (PCA) three-dimensional (3D) score plots (**a**), PCA 3D score plots excluding quality control (QC) (**b**), and partial least-squares discriminant analysis (PLS-DA) 3D score plots (**c**) based on the serum lipidomic profiling among four groups. (Circle (○): normal diet (ND); Box (■): high-fat diet (HFD); Inverted triangle (▽): HFD plus *Chrysanthemum morifolium* Ramat leaf extract 1.5% diet (CLE); Triangle (▲): HFD plus luteolin 0.003% diet (LU); Diamond (◆): Quality control (QC)).

**Figure 4:**
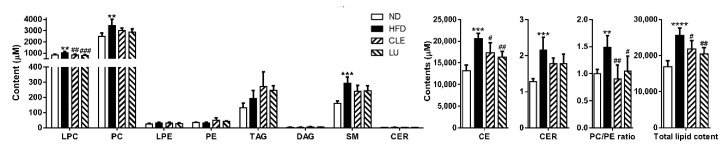
Overview of the effects of *Chrysanthemum morifolium* Ramat leaf extracts and luteolin on the serum lipidome in obese mice. The total lipid contents are expressed as the sum of contents of all identified lipids in mice plasma. Lipid classes are indicated on the *x*-axis: LPC, lysophosphatidylcholine; PC, phosphatidylcholine; LPE, lysophosphatidylethanolamine; PE, phosphatidylethanolamine; TAG, triacylglycerol; DAG, diacylglycerol; SM, sphingomyelin; CER, ceramide; CE, cholesteryl ester. The data are shown as mean ± standard deviation (SD) (*n* = 6). *, # different letters indicate significant difference compared with the normal diet (ND) group (*) and high-fat diet (HFD) group (#), as determined by Tukey’s multiple comparisons test. CLE: HFD plus *Chrysanthemum morifolium* Ramat leaf extract 1.5% diet; LU: HFD plus luteolin 0.003% diet (** *p* < 0.01, *** *p* < 0.001, **** *p* < 0.0001, # *p* < 0.05, ## *p* < 0.01, ### *p* < 0.001).

**Figure 5:**
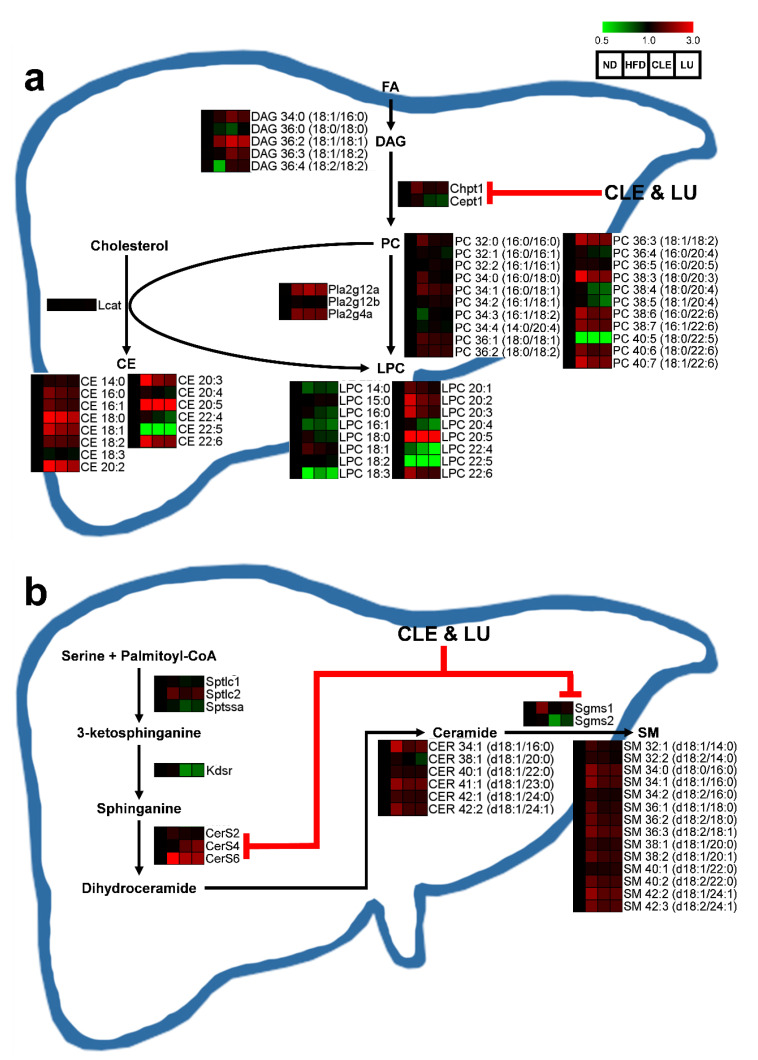
Scheme of the phospholipid synthesis (**a**) and sphingolipid synthesis (**b**) by which *Chrysanthemum morifolium* Ramat leaf extracts and luteolin regulates serum lipids and related hepatic gene-expression. The features of these compared to the ND group are color-coded by row, with red indicating high levels and green indicating low levels. ND: normal diet; HFD: high-fat diet; CLE: HFD plus *Chrysanthemum morifolium* Ramat leaf extract 1.5% diet; LU: HFD plus luteolin 0.003% diet; FA: fatty acid; DAG: diacylglycerol; PC: phosphatidylcholine; LPC: lysophosphatidylcholine; CE: cholesteryl ester; CER: ceramide; SM: sphingomyelin.

**Figure 6:**
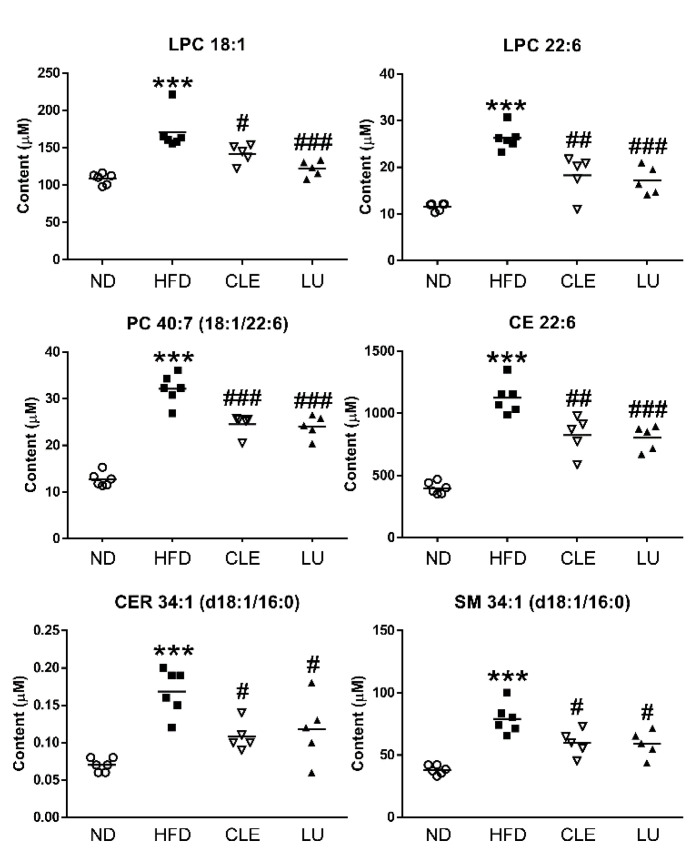
Scatter plot showing significant differences in the levels of the lipid biomarkers with the same lipid compositions among the normal diet (ND), high-fat diet (HFD), HFD plus *Chrysanthemum morifolium* Ramat leaf extract 1.5% diet (HFD + CLE), and HFD plus luteolin 0.003% diet (HFD + LU) groups. Each symbol represents an individual mouse (Circle (○): ND; Box (■): HFD; Inverted triangle (▽): CLE; Triangle (▲): LU; Diamond (◆): Quality control (QC)). *, # different letters indicate significant difference compared with the normal diet (ND) group (*) and the HFD group (#), as determined by Tukey’s multiple comparisons test. (*** *p* < 0.001, # *p* < 0.05, ## *p* < 0.01, ### *p* < 0.001). LPC: lysophosphatidylcholine; PC: phosphatidylcholine; CE: cholesteryl ester; CER: ceramide; SM: sphingomyelin.

## Supplementary Materials

The following are available online at https://www.mdpi.com/2072-6643/12/10/2973/s1, Figure S1: Effect of *Chrysanthemum morifolium* Ramat leaf extracts (CLE) and Luteolin (LU) supplements for 16 weeks on individual TAG species in the liver. *, # different letters indicate significant difference compared with normal diet (ND) group (*) and HFD groups (#), as determined by Tukey’s multiple comparisons test (*** *p* < 0.001, # *p* < 0.05, ## *p* < 0.01, ### *p* < 0.001). Table S1: Identified potential lipid biomarkers in plasma indicating statistically significant difference among sampling groups.

## Abbreviations

**Abbreviations**	**Definition**
BHT	butylhydroxytoluene
CE	cholesteryl ester
Cept	ethanolamine phosphotransferase
CER	ceramide
CerS	ceramide synthase
Chpt	choline phosphotransferase
CLE	*Chrysanthemum morifolium* Ramat leaf extracts
CM	*Chrysanthemum morifolium* Ramat
CVD	cardiovascular disease
DAG	diacylglycerol
DES1	dihydroceramide desaturase
HFD	high-fat diet
HPLC	high-performance liquid chromatography
IS	internal standard
kdsr	3-ketodihydrosphingosine reductase
LCAT	lecithin-cholesterol acyltransferase
LC-MS/MS	liquid chromatography coupled with tandem mass spectrometry
LDL	low-density lipoprotein
LPC	lysophosphatidylcholine
LPE	lysophosphatidylethanolamine
LU	HFD plus luteolin 0.003% diet
MTBE	methyl*-tert*-butyl ether
ND	normal diet
PC	phosphatidylcholine
PCA	principal component analysis
PE	phosphatidylethanolamine
PEMT	Phosphatidylethanolamine *N*-methyltransferase
PLA_2_	phospholipase A_2_
PLS-DA	partial least squares-discriminant analysis
PPAR	peroxisome proliferator-activated receptor
QC	quality control
Sgms	sphingomyelin synthase
SM	sphingomyelin
SPT	serine palmitoyltransferase
SRM	selected reaction monitoring
TAG	triacylglycerol
TNF	tumor necrosis factor
T2DM	type 2 diabetes mellitus
WAT	white adipose tissue

How the deposited data were processed for this re-analysis (not part of the article)

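Livers of 12 C57BL/6J mice were sequenced, 3 from each of the ND, HFD, CLE and LU groups, and mice were assigned to groups by the sample labels, which call the CLE group by another abbreviation. The authors aligned paired reads of 100 bases with TopHat, assembled and quantified transcripts with Cufflinks 2.2.1, and deposited the values as FPKM, fragment numbers scaled to the length of the transcript and to the mapped fragments of the library. The deposited table gives 30 as the number of samples of its assembly and holds the values of 12. The methods name normalization factors from DEGES and edgeR, and the text does not state whether the deposited FPKM values include them. The genome build is not stated in the text. Of the known transcripts, 87.6% have the start and end that GENCODE M21 gives them on GRCm38, and that annotation was used for gene names and coordinates.

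The deposited values are estimates that Cufflinks shares out among overlapping transcripts, so read counts cannot be recovered, the depth of each library is unknown and no interval for counting error can be given. A value of 0 can be a failed estimate, since albumin is listed at 0 in 11 of the 12 livers. Values were summed over the 142679 transcripts of 22947 genes. Left out were 9531 transcripts: 8149 with no reference transcript, 840 assembled on the opposite strand or inside introns, and the rest with a reference transcript that M21 does not hold, at a locus with no single M21 gene. Of the 2470 transcripts whose reference M21 does not hold, the others were given the gene of their locus. Genes that share sequence with close copies, such as the Mup, Cyp2b, Gsta, Orm and Serpina1 families, are uncertain, because fragments can be shared out between the copies.

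Groups were compared in R 4.3.3 with limma 3.58.1 on log2(FPKM + 1), with the variance trend, one coefficient per group and all 12 mice in one fit (12.7 degrees of freedom). Tested were the 12001 genes with a mean of at least 0.5 FPKM over the 12 livers, with Benjamini-Hochberg adjustment at 0.05. A list of 43 genes, namely those that the text and Figure 5 name and the members of the enzyme families they name, was adjusted on its own beside the adjustment over all genes. Of these, 28 had a mean above 0.1 FPKM. The paper reports on these same livers, so the list is not independent of the data. The list was also tested among the 4 groups by an exact permutation test of the F statistic over all splits of the 12 mice into 4 groups of 3. All tests count changes in both directions. The fit was tested on simulated data with the real genes' means, in which 194 of 200 genes changed by 1.5 on the log2 scale were recovered (97%) and 9 of the other genes were called. With no gene changed, 0 of 12001 genes were called. The changed genes were drawn from the better expressed ones only. The simulated noise was independent between genes, so it held no GC or clock relation of a library. The largest change of a listed gene between HFD and ND livers was 1.28 (Cers6). These counts therefore give neither the power for the changes of listed genes nor the rate of false calls in these libraries.

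The genes named in the text are those that the paper names, the members of their families that passed, and the 5 genes with the largest change in each of HFD against ND, CLE against HFD and LU against HFD among those that passed and whose groups did not overlap. Named outside this rule, after their values were seen, are Gm10275, albumin, Serpina1b, Serpina1d, the other listed genes, the clock gene Dbp, and the marker genes Ddx3y and Adipoq.

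The sample groups, the gene list, the tests and the following alternatives were set before the data were examined. They were a pseudocount of 0.1, no filter on low values, a mean of at least 5 FPKM, median-of-ratios scaling, quantile normalization, a fit of the 2 groups compared alone, limma without the variance trend, the transcript with the highest mean in place of the sum, each mouse left out in turn, and for the list also Tukey's multiple comparison test on FPKM, no adjustment, and adjustment over all genes. Some mouse numbers in the labels are shared by CLE and ND mice and by LU and ND mice. Fits with the number as a block were made for these comparisons. They rest on the shared numbers alone and leave few degrees of freedom for the residuals. HFD mice share no number with the other groups, so their comparisons have no such fit. CLE and LU mice share 1 number, and a fit with it as a block would leave no degree of freedom for the residuals of 6 mice, so none was made. Corrections for transcript length and GC content, a score of clock genes as a covariate, and sums by the gene names of the deposited table were added after seeing the data. The length and GC content are those of each gene's transcript with the highest mean, and each library's deviation from the mean of all libraries was smoothed against them and subtracted. Tukey's p-values are adjusted for the pairs of groups and not over the listed genes. Plasma lipids, body weights and histology were not analysed here.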

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

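The tests of scaling, transcript length, Y-linked expression, adipose tissue, shared fragments and sex-biased genes were chosen only after the results were seen. The correction for GC content and the clock-gene covariate were written down before those fits were run, but after the GC relation of each library and the clock genes had been seen. Genes are named by the rule given with the processing, and they lie outside those the paper discusses.

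The 5 largest changes between HFD and ND livers were an increase of Cyp2b9 (log2 fold change 5.77), a decrease of Hsd3b5 (-5.19) and increases of Cfd (5.11), Gsta1 (4.67) and Orm3 (4.37). With CLE, the 5 largest against HFD livers were Cyp2b9 (-4.37), Hsd3b5 (3.64), Mup7 (3.44), Sult1e1 (-3.17) and Mup14 (2.89). With LU they were Cyp2b9 (-4.27), Mup7 (4.09), Hsd3b5 (3.86), Mup14 (3.73) and Mup19 (2.96). Cyp2b9 was expressed at 0.485 ± 0.532 FPKM (SD, n = 3) in ND livers and 79.6 ± 27.4 in HFD livers, 3.37 ± 3.07 with CLE and 4.67 ± 5.81 with LU. The changes of Hsd3b5, Mup7, Mup14 and Mup19 between LU and HFD livers passed in 3, 6, 11 and 9 of 12 alternatives (adjusted p from 0.029 to 0.13, 0.041 to 0.13, 0.019 to 0.083 and 0.036 to 0.12), and in 2, 3, 8 and 4 of the 12 fits that each left out a mouse. The changes of Hsd3b5, Mup7 and Mup14 between CLE and HFD livers passed in 10, 9 and 10 of 12 alternatives (adjusted p from 0.018 to 0.079, 0.027 to 0.09 and 0.031 to 0.079), and in 7, 3 and 7 of those 12 fits. For Orm3, sums by the gene names of the deposited table, an alternative chosen after seeing the data, gave 0.36 (adjusted p = 0.2, in a range of 2.2e-07 to 0.2 over its 12 alternatives, of which the other 11 passed), so its increase depends on which transcripts are summed under its name. The transcript of the highest mean alone gave 3.64 (adjusted p = 3.0e-04).

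Cyp2b9, Hsd3b5 and the Mup genes are genes whose liver expression differs between the sexes, and a candidate explanation is a shift of that set of genes by the diet. On lists of other such genes, written from general knowledge after the changes above were seen, the median log2 fold change between HFD and ND livers was 0.15 for 13 genes of higher female expression and -0.93 for 19 genes of higher male expression (permutation p = 0.04 across genes, 100000 draws). The lists name 23 and 21 genes. Under 80% of the female-biased genes passed the expression minimum, while over 80% of the male-biased genes did. The test compares the 2 lists, so it is void because of the female-biased list. In HFD against ND livers, 7 of the female-biased genes were higher and 6 lower, and 5 of the male-biased genes were higher and 14 lower. With CLE against HFD, 4 female-biased genes were higher and 9 lower, and 15 male-biased genes were higher and 4 lower. With LU against HFD, 1 and 16 were higher and 12 and 3 lower, in the same order. The counts with CLE and LU were not tested. The Y-linked gene Ddx3y was at 20.4 FPKM or more in each library, which goes against a female sample. Fragments shared between paralogs are not excluded: the sum over 21 Mup genes was 2.4 times as high in ND as in HFD livers, so values did not only move between members, but the sum does not settle single members. The pattern cannot be told apart from that explanation.

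Cfd is expressed in adipose tissue, and tissue attached to the liver could raise it. The marker Adipoq was listed at 0.0369 FPKM in 1 HFD liver and at 0 in the other 2, so it gives no sign of such tissue in the HFD group. A listed 0 can be a failed estimate, and the absence of such tissue is not shown. In LU livers, Adipoq was 0.759, 0.508 and 0.5 FPKM, above every other liver (at most 0.145), and this was not tested.

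Between CLE and LU livers, Gm10275 was the 1 gene that passed, with a log2 fold change of 1.57. It was 2.95 ± 0.34 FPKM in the CLE group and 0.331 ± 0.036 in the LU group (SD, n = 3), against 1.76 ± 0.222 in ND and 2.16 ± 0.392 in HFD livers. It is a processed pseudogene and shares sequence with its parent gene. No biological or technical explanation of it was tested. Of the 6 splits of the 6 mice that part as many same-numbered pairs, 3 gave as many genes as the real split, and 6 of 6 gave as many listed genes, since the real split gave 0 (1 at an unadjusted p of 0.05).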

How the results depend on the processing

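The corrections for transcript length and GC content, the sums by file gene names and the clock-gene covariate were chosen after seeing the data. The cause of a change named below was not tested, except for the tests given under the other observations. Counts of listed genes are of the 28 tested. Single genes with CLE or LU are against HFD livers unless ND is named.

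Scaling moved the median log2 fold change of all tested genes between HFD and ND livers from 0.11 to -0.00 with median-of-ratios scaling. The listed genes changed were then 7 for HFD, 11 for CLE and 5 for LU, each against ND. Lcat, Sptlc1, Cers4 and Sgms2 turned to -0.07, -0.03, -0.04 and -0.02 in HFD livers, Lcat to -0.01 with CLE, Pla2g12a to 0.03 with LU, and Sgms1 to -0.06 with CLE against ND. With quantile normalization, 1035 genes differed between CLE and HFD livers. Sptlc1, Cers4, Sgms2 and Pla2g4b turned to -0.00, -0.16, -0.01 and -0.09 in HFD livers, Lcat to -0.04 with CLE, Pla2g12a to 0.02 with LU, and Sgms1 to -0.05 with CLE against ND.

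With no filter on low values, 107 genes differed between CLE and HFD livers, 52 between LU and HFD, 3 between CLE and LU and 1770 among the 4 groups. With a mean of at least 5 FPKM, 0 genes differed between CLE and LU (312 at an unadjusted p of 0.05). With the transcript of the highest mean, 665 genes differed between HFD and ND, 256 between CLE and HFD, 2 between CLE and LU and 1802 among the 4 groups, with 3 listed genes for CLE against HFD, 0 for LU against HFD (5 unadjusted) and 4 for LU against ND. Cers4 and Sgms2 turned to -0.01 and -0.12 in HFD livers and Pla2g7 to 0.10 with LU. Against ND, Cept1 turned to 0.03 with CLE and with LU, and Sgms1 to -0.14 with CLE.

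In fits of the 2 groups alone, 99 genes differed between CLE and HFD, 284 between LU and HFD (2 listed) and 1752 between CLE and ND. With the mouse number as a block, 1100 genes differed between CLE and ND and 769 between LU and ND (4 listed). These block fits rest on the shared numbers alone and leave few degrees of freedom. Tukey's test is not adjusted over the genes. With it, 3 listed genes passed for each of CLE against HFD, LU against HFD and LU against ND. Without adjustment, 9, 8, 15 and 1 listed genes passed for CLE against HFD, LU against HFD, CLE against ND and CLE against LU, and with adjustment over all genes 3 passed for CLE against HFD. With the same 3 HFD mice in both effects, the correlation of the diet and treatment effects was -0.39 for CLE and -0.43 for LU.

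With the length correction, 3 listed genes passed for LU against HFD and 10 for CLE against ND. Lcat, Sptlc1, Cers4 and Pla2g4b turned to -0.07, -0.01, -0.05 and -0.11 in HFD livers, Lcat to -0.09 with CLE, Lcat and Sptlc2 to -0.04 and 0.01 with LU, and Sgms1 to -0.22 with CLE against ND. With the GC correction, 348 genes differed between CLE and HFD, 2040 between CLE and ND and 1788 among the 4 groups. Listed genes were 7 for HFD against ND, 0 for CLE and LU against HFD (9 and 8 unadjusted), 3 for CLE against ND and 4 for LU against ND. Lcat, Sptlc1, Cers4 and Pla2g4b turned to -0.07, -0.01, -0.07 and -0.08 in HFD livers, Lcat, Pla2g4a and Pla2g6 to -0.15, 0.10 and -0.19 with CLE, and Lcat, Pla2g4a, Sptlc2, Sptssa and Pla2g6 to -0.06, 0.09, 0.02, 0.09 and -0.05 with LU. With both corrections, listed genes were 7, 8, 2, 10 and 5 for HFD against ND, CLE and LU against HFD, and CLE and LU against ND. Lcat, Pla2g12b, Sptlc1, Cers4 and Pla2g4b turned to -0.08, -0.01, -0.01, -0.04 and -0.12 in HFD livers, Lcat, Pla2g4a and Pla2g6 to -0.22, 0.10 and -0.13 with CLE, Lcat, Pla2g4a and Sptlc2 to -0.13, 0.08 and 0.10 with LU, and Sgms1 to -0.16 with CLE against ND. With sums by file gene names, 3 listed genes passed for LU against HFD and Pla2g4b was -0.19 in HFD livers. With the clock-gene covariate, listed genes were 4 for HFD against ND, 3 for CLE against HFD, 0 for LU against HFD (4 unadjusted), and 0 for CLE and LU against ND (6 and 4 unadjusted). Directions that turned included Cers4, Pla2g4b and Sptssa, to -0.22, -0.29 and 0.04 in HFD livers, and Lcat, to -0.01 with CLE. Against ND, they included Sptlc1, to 0.09 with CLE and 0.12 with LU, and Sgms2 and Pla2g4b, to 0.16 and -0.05 with LU.

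Across the 12 fits that each left out a mouse, genes changed ran from 668 to 1679 for HFD against ND (9 to 11 listed), 30 to 2267 for CLE against HFD (0 to 7 listed, 9 unadjusted where 0), 21 to 529 for LU against HFD (0 to 1 listed, 5 or 7 unadjusted where 0), 1571 to 3797 for CLE against ND (5 to 13 listed), 640 to 2566 for LU against ND (4 to 9 listed), 1 to 3 for CLE against LU and 1000 to 3844 among the 4 groups. In HFD livers, Cers4 ran from -0.10 to 0.14, Sgms2 from -0.00 to 0.30 and Pla2g4b from -0.08 to 0.24. With CLE, Lcat ran from -0.05 to 0.05, Pla2g4a from -0.25 to 0.09 and Pla2g6 from -0.14 to 0.21. With LU, Pla2g12a ran from -0.06 to 0.04, Pla2g4a from -0.22 to 0.07, Sptlc2 from -0.26 to 0.01, Pla2g6 from -0.02 to 0.29 and Pla2g7 from -0.31 to 0.03. Against ND, Sgms1 with CLE ran from -0.06 to 0.20 and Sgms2 with LU from -0.29 to 0.02. Outside these fits and the fit with the clock-gene covariate, 968 values of single genes kept their direction and side of the threshold. Another 70 became weaker, 24 stronger and 53 reversed. Fits of the 2 groups alone, Tukey's test, both filter settings and limma without the variance trend keep the log2 fold change by construction. Their values could not reverse, so the 968 overstates how stable the directions are. The depth of the libraries is unknown, so what it limits cannot be stated.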

Differences from the paper's values

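The paper gives no number for the expression of single genes in its text, and the colours of its Figure 5 were compared by direction alone. Differences below concern genes and directions, with adjusted p over the list of 28 genes from limma unless another test is named.

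For Pemt, the paper states no change between the groups. Here its log2 fold change between HFD and ND livers was 0.40 (adjusted p = 0.023), higher in 3 of 3 HFD mice than in all ND mice, while adjusted over all genes it did not pass (adjusted p = 0.063), and neither did the exact permutation test among the 4 groups (adjusted p = 0.12). Of the alternatives set before the data were examined, the change did not pass with median-of-ratios scaling (adjusted p = 0.22) or with Tukey's test on FPKM. Tukey's test gave p = 0.052 adjusted for the comparisons of the 4 groups, and it is not an exact test. With the other 7 the change passed. In 9 of the 12 fits that each left out a mouse, Pemt passed. The corrections for length, for GC content and for both, and the clock-gene score as a covariate, were chosen after seeing the values. With these the change was 0.24, 0.26, 0.23 and 0.25 and did not pass (adjusted p = 0.14, 0.16, 0.11 and 0.29). Without the clock-gene score, adjusted p ran from 0.013 to 0.22 over the alternatives.

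For the PLA2 isozymes, the paper states no change between the groups. Here Pla2g12a, Pla2g15, Pla2g7 and Pla2g6 were higher in HFD than in ND livers, with log2 fold changes of 0.95, 0.82, 0.69 and 0.64. None of the alternatives of processing, planned or added, removed the change of Pla2g12a, Pla2g15 or Pla2g7, except that the clock-gene score as a covariate, chosen after seeing the values, left Pla2g7 at an adjusted p of 0.062. Pla2g6 did not pass with median-of-ratios scaling (adjusted p = 0.064), with the transcript of the highest mean (0.13) or with Tukey's test (0.15), nor with the GC correction (0.078), the length and GC correction (0.061) or the clock-gene score (0.062), which were chosen after seeing the values. Its adjusted p without the clock-gene score ran from 0.0012 to 0.15. Pla2g4b was 0.56 higher with CLE than in HFD livers and did not pass (adjusted p = 0.088), but it passed in a fit of the CLE and HFD mice alone (0.034) and, for CLE and LU, with sums by the gene names of the deposited table (0.015 and 0.038), chosen after seeing the values, in ranges of 0.015 to 0.44 for CLE and 0.038 to 0.38 for LU without the clock-gene score, which gave 0.28 and 0.56.

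For Cers6, the paper states a decrease after CLE or LU. Here the decreases were -0.35 with CLE (adjusted p = 0.12) and -0.40 with LU (adjusted p = 0.09). Tukey's test on FPKM passed for LU (adjusted p = 0.037), and the fit without CLE replicate 2 passed for CLE (-0.48, adjusted p = 0.035). Apart from fits that left out a mouse, adjusted p ran from 0.067 to 0.4 for CLE and from 0.037 to 0.26 for LU. For Sgms1 with LU (-0.61, adjusted p = 0.09) and Sgms2 with LU (-0.28, adjusted p = 0.26), none of the settings run gave a decrease that passed an adjusted p of 0.05 (from 0.072 to 0.15 and from 0.11 to 0.75 over the alternatives other than fits that left out a mouse and the clock-gene score, which gave 0.2 and 0.66 and was chosen after seeing the values).

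For Cers4, the paper's text states a decrease after CLE or LU. Here Cers4 was higher, by 0.42 with CLE and 0.53 with LU (adjusted p = 0.15 and 0.09), in 3 of 3 mice of each group above all HFD mice. A lack of overlap between groups of 3 occurs by chance in 10% of genes per comparison. None of the settings run gave a decrease. The increase passed with the length correction for LU (0.67, adjusted p = 0.045) and with the length and GC correction for CLE and LU (0.66 and 0.78, adjusted p = 0.042 and 0.041), all chosen after seeing the values, in ranges of 0.042 to 0.62 for CLE and 0.041 to 0.76 for LU. The colours of Figure 5b for CerS4 are red for CLE and LU, as for values above ND.

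For Chpt1 with LU, the paper names a decrease of Cept1 alone. Here Chpt1 did not pass either (-0.35, adjusted p = 0.079), but it did with no filter on low values (adjusted p = 0.036) and with Tukey's test (adjusted p = 0.0078), and with the length correction (0.034) and sums by the gene names of the deposited table (0.049), chosen after seeing the values. Its adjusted p ran from 0.0078 to 0.21.

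For the genes of sphingolipid synthesis and Chpt1, the paper states that expression returned to the level of ND mice. Here Chpt1 and Cers6 were higher in CLE and LU livers than in ND livers, with log2 fold changes of 0.35 and 0.93 for CLE and 0.44 and 0.88 for LU (adjusted p = 0.025, 5.5e-04, 0.0093 and 0.0015). The difference of Chpt1 did not pass for CLE with median-of-ratios scaling (0.20, adjusted p = 0.2), quantile normalization (0.27, adjusted p = 0.066), the transcript of the highest mean (0.04, adjusted p = 0.82) or a fit of the CLE and ND mice alone (adjusted p = 0.074), and for LU with median-of-ratios scaling (0.33, adjusted p = 0.059) or the transcript of the highest mean (0.21, adjusted p = 0.31). Some settings chosen after seeing the values also did not pass. For CLE these were the length correction (0.11, adjusted p = 0.43) and the GC correction (0.36, adjusted p = 0.067). Both together (0.24, adjusted p = 0.074) and the clock-gene score (0.46, adjusted p = 0.13) did not pass for CLE either. For LU they were the length correction (0.24, adjusted p = 0.12) and the clock-gene score (0.57, adjusted p = 0.19). With the clock-gene score the differences were not smaller, and their standard errors widened from 0.10 to 0.17 for CLE and 0.18 for LU. Over the alternatives other than the clock-gene score, adjusted p ran from 0.017 to 0.82 for CLE and from 0.005 to 0.31 for LU. In fits that each left out a mouse, Chpt1 passed in 9 of 12 for CLE and 12 of 12 for LU. For Cers6, 13 of 13 alternatives passed for CLE and for LU. The clock-gene score, chosen after seeing the values, left differences of 0.79 and 0.73 that did not pass (adjusted p = 0.099 and 0.19). Sptlc2 was higher with LU (0.56, adjusted p = 0.017) and did not pass with CLE (0.37, adjusted p = 0.082). For LU, Sptlc2 passed in 11 of 13 alternatives, and the clock-gene score left 0.34 (adjusted p = 0.75). Cers4 was higher with LU (0.57, adjusted p = 0.048), and by 0.16 with the clock-gene score. Sgms1 did not pass with CLE or LU (0.08 and 0.25, adjusted p = 0.71 and 0.31).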

Other observations

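The splits of the samples and the fits with the GC correction and the clock-gene covariate were written down before they were run, the last 2 after the GC relation of each library and the clock genes had been seen. The tests of transcript length, scaling and albumin, and the clock-gene covariate in comparisons other than HFD against ND, were chosen only after the results were seen.

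The real grouping was set against other splits of the same mice. For HFD against ND, CLE against HFD and LU against HFD, 1 of the 10 splits of the 6 mice, the real one, gave as many genes, and 1 of 10 gave as many listed genes. For CLE and LU against ND, the real split was 1 of the 4 that part as many same-numbered pairs and alone gave as many genes and as many listed genes; the other splits part fewer pairs, and they also gave fewer genes. These designs are too small to settle whether a grouping by chance would do the same. For the 4 groups together, 1 of 100 splits gave as many genes and 1 of 100 gave as many listed genes, the real one in each case.

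The genes called between CLE and HFD livers had a median GC content of 56% where higher and 45.4% where lower in the CLE group, against 50.3% for all tested genes. If the GC difference between libraries were the source of these calls, a correction for GC content would bring their number below 50% of the 682. It gave 348 genes, little more than that, and of these 288 are among the 682 called before, so less than 50% of the earlier calls passed again. For LU against HFD it gave 90 genes, of which 83 are among the 120 called before. Of the largest changes with CLE, Cyp2b9, Hsd3b5, Sult1e1 and Mup14 passed again. They were -4.32, 3.70, -3.00 and 3.04 after the correction, against -4.37, 3.64, -3.17 and 2.89 before it. How far the correction moved the other genes that passed again was not examined, so their passing does not exclude GC content. The calls that did not pass again depend on the correction. For the listed genes the result differed: 0 of the 5 called between CLE and HFD livers passed after the correction (9 at an unadjusted p of 0.05), with the lowest adjusted p at 0.08 and each change still negative. After a correction for length and GC content together, 8 listed genes passed, including Chpt1, Cept1, Kdsr and Sgms1 (adjusted p = 0.022, 0.022, 0.042 and 0.022), so which of these decreases pass depends on the correction. After the GC correction alone, Chpt1, Cept1, Kdsr, Sgms1 and Sgms2 changed by -0.32, -0.29, -0.45, -0.73 and -0.46, against -0.44, -0.45, -0.61, -0.78 and -0.59 before it. GC content was not shown to account for the whole of these decreases, and it is not excluded for a part of them. Sgms1 moved little, and its adjusted p was then 0.08. Its correction used the GC content of a single transcript of 603 bases, 48.8%, which is near the median of all tested genes. Its value is a sum over 30 transcripts, so the small shift does not settle how much GC content contributes to its decrease. Sgms2 did not pass after either correction (adjusted p = 0.08 and 0.058). The corrections would also remove a treatment effect that follows GC content. A correction for transcript length left 1000 genes between CLE and HFD livers and 130 between LU and HFD livers, and 5 of the 5 listed genes passed.

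Clock genes differed between livers. Dbp was at 3.01 and 2.06 FPKM in ND replicates 2 and 4 and at 21.4 in ND replicate 3, at 23.1, 6.94 and 29.5 in the HFD livers, and at 26 to 50.3 in CLE and LU livers, so the ND and HFD groups overlap. A score of clock genes was -3.02, -0.33 and -3.35 in the ND mice, 0.45, -1.33 and 0.63 in the HFD mice, 0.81, 1.77 and 0.57 in the CLE mice, and 1.99, 1.53 and 0.28 in the LU mice. A difference in the time of day at which livers were taken may contribute to the changes of listed genes between HFD and ND livers. With the score as a covariate, 4 of the 11 listed genes called before passed (Chpt1, Cers6, Pla2g12a and Pla2g15). The changes of Chpt1 and Cers6 were then 0.87 and 1.19 on the log2 scale, close to those without the covariate. The score follows the groups in part, which widens the standard errors. Among the 7 genes that no longer passed, Cept1, Pla2g6, Pla2g7 and Sgms1 changed by 0.39, 0.66, 0.66 and 0.82, against 0.31, 0.64, 0.69 and 0.86 without the score, so their loss goes with the wider standard errors (0.14 in place of 0.10 for Cept1, 0.28 in place of 0.21 for Sgms1). Cers2, Sptlc2 and Pemt changed by 0.39, 0.53 and 0.25, against 0.45, 0.67 and 0.40, so both a smaller change and a wider standard error bear on them. In the other comparisons, 3 of the 5 listed genes called between CLE and HFD livers passed (Chpt1, Cept1 and Sgms1, adjusted p = 0.048 for each), 0 of 1 between LU and HFD (Cept1, -0.45 with adjusted p = 0.07), 0 of 6 between CLE and ND and 0 of 8 between LU and ND. Listed genes at an unadjusted p of 0.05 were 4, 6 and 4 in the last 3.

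More genes were higher than lower in HFD than in ND livers. With median-of-ratios scaling the share of higher genes was 58.1% in place of 82.8%, so the excess depends on the scaling.

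Albumin is listed at 0 in 11 of the 12 livers and at 19853 FPKM in LU replicate 3, where it ranks 3 among all genes. Serpina1b and Serpina1d are listed at 0 in LU replicates 2 and 3 and between 771 and 3140 FPKM in the other livers. The rank of albumin is consistent with failed estimates for the most abundant transcripts, and no biological explanation was tested.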
